A study of Mus musculus with 4 samples. Its data were reported in "The transcriptional coactivator Eya1 exerts transcriptional repressive activity by interacting with REST corepressors and REST-binding sequences to maintain nephron progenitor identity" (2022).

How the data were processed

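Eya1 occupancy was profiled by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in kidneys of E13.5 mouse embryos. The embryos carried a knockin allele that adds HA and FLAG tags to the Eya1 protein, and the tagged protein was pulled down with anti-FLAG beads. Each assay used 80 kidneys. There were 4 samples, which comprised 2 Eya1 ChIP replicates, 1 input control and 1 IgG control. Groups and replicate numbers were taken from the sample titles.

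The authors aligned the reads to mm10 with Bowtie at default settings and called peaks with MACS at various P value cutoffs against input or IgG. Their methods state that peaks common to the calls against input and against IgG were used. They deposited 1 peak list for each Eya1 replicate, of 4277 peaks for replicate 1 and 4175 for replicate 2, and each list has 3 columns, which give the chromosome, start and end of a peak. Which cutoff was used for each list, and whether a list holds calls against 1 control or the peaks common to both, was not stated, and neither list carries a score, a fold enrichment or a p-value. The lists hold no read counts, so the sequencing depth behind a peak is unknown and no interval here covers it. The confidence intervals on shares of peaks cover counting error over peaks in a list. Peaks of 1 list are not biological replicates, and tests across peaks describe these libraries. The input and IgG samples were not analysed here, so no background measured in the same way stands beside the Eya1 values.

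Coordinates are those of the deposited lists, printed 1-based. Chromosome lengths of the GRCm38 reference (the assembly of mm10) held every peak, with 0 peaks beyond a chromosome end. Gene models were from GENCODE release M21, with 132666 transcription start site (TSS) positions and 21911 protein-coding genes. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. Overlap counts were checked with bedtools 2.31.1, which gave the same 2430 replicate 1 peaks and 2953 replicate 2 peaks.

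Peaks of the 2 lists were called shared when they overlapped by at least 1 bp, and the lists were then merged into a single set of intervals. Overlap and TSS proximity were compared with 1000 seeded circular rotations of peaks within each chromosome (one-sided). A peak was called promoter-proximal when its interval lay within 1 kb of an annotated TSS and distal otherwise. RE1 is the element that the repressor REST (also called NRSF) recognises. It was searched on both strands as the 17-bp consensus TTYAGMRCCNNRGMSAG with at most 2 mismatches in a 200-bp window on the peak midpoint. Windows of the same size 1 kb to either side served as background. A consensus match is a sequence property and not a measurement of REST binding. Shares were compared by Fisher's exact test (two-sided), with exact Clopper-Pearson 95% confidence intervals. A panel of 11 motif consensus sequences was tested in the same way with Benjamini-Hochberg adjustment over the 11 motifs. Median widths were compared by permutation tests with 100000 resamples (two-sided). Gene lists were compared with 10000 random lists of protein-coding genes of the same size (one-sided).

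The lists of activated and repressed loci were written from the text of the study before the data were examined. The activated list left out by mistake 1 gene of the sentence it was taken from and held 1 gene named in a later sentence, and the repressed list also held 1 locus from a later sentence. The lists of those sentences alone were therefore tested as alternatives. Most of those loci were given by the study as examples from longer gene sets, which were not tested here. The study chose those loci on these libraries, so the tests on them are not independent evidence. Genes named below are those of the 2 lists and Rest, with peak positions for the ones the study described in detail, and the genes at the 5 widest merged peaks covered by both replicates. Eya1, Smarcc2 and the X and mitochondrial chromosomes were singled out after their values were seen.

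The calculations were tested on simulated data. The RE1 search recovered 100% of 2000 windows planted with an element of 2 mismatches and called 1% of 2000 random windows. In 4277 intervals with a planted overlap of 59.6%, the overlap found was 59.7%. Of 500 lists made by rotating replicate 2, the rotation test called 4.2% at a threshold of 0.05. Of 200 lists of random protein-coding genes, the gene-list test called 4%. These lists were drawn in the same way as the nulls, with fewer resamples than on the data. They check the calculations and not whether a null suits lists of promoter peaks. Alternatives for the overlap rule, the distance to a TSS, the motif stringency, window and background, the gene-list window and leaving out each replicate were fixed before the data were examined. Windows centred on every listed peak, the removal of mitochondrial peaks, whole peaks for the repressed loci and the lists of the study's sentences alone were added after the data were seen.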

Results

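Occupancy of Eya1, a transcriptional coactivator that does not bind DNA on its own, was measured by ChIP-seq in 2 replicates of E13.5 kidneys. The question was where in the genome Eya1 is found and which recognition sequences lie at those places. The lists held a mean of 4226 ± 72.1 peaks (SD, n = 2). Although the numbers were close, the peaks were of very different size. The median width was 1069 bp in replicate 1 (range 168 to 5380 bp) and 188 bp in replicate 2 (range 117 to 2699 bp). Replicate 1 covered 5013 kb and replicate 2 covered 1026 kb. In replicate 2, 246 peaks had the minimum width of 117 bp. Replicate 2 also listed 11 mitochondrial peaks and replicate 1 listed 0. Merging peaks within 100 bp of each other gave a mean of 4117 peaks, the furthest any alternative moved this number.

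**Figure D1:**
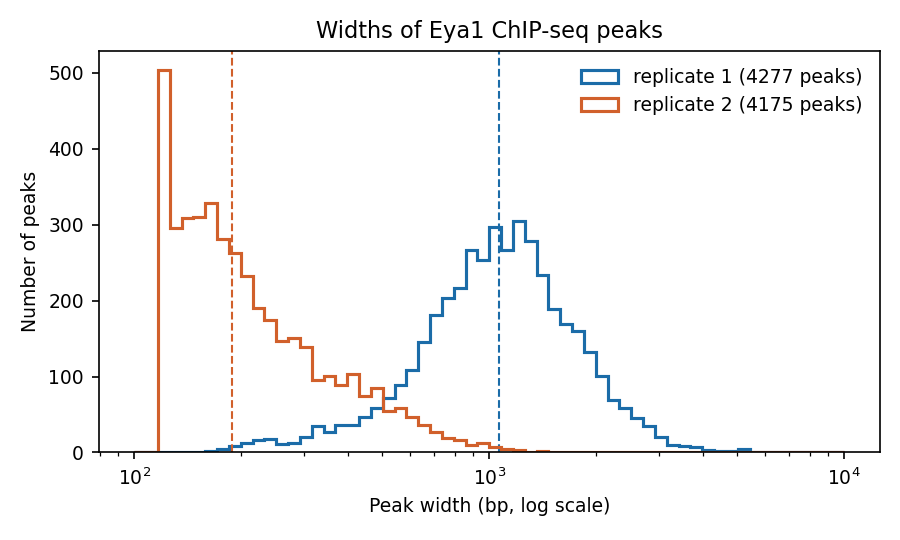
Distribution of peak widths (bp, log scale) in the replicate 1 and replicate 2 lists, with the number of peaks on the vertical axis and dashed lines at the medians. The medians are 1069 bp in replicate 1 and 188 bp in replicate 2.

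To ask how far the replicates located the same sites, the lists were intersected. Of the replicate 1 peaks, 2430 overlapped a replicate 2 peak (56.8%, 95% CI 55.3 to 58.3%). Of the replicate 2 peaks, 2953 overlapped a replicate 1 peak (70.7%, 95% CI 69.3 to 72.1%). Rotated lists overlapped 0.227% and 0.26% of peaks on average (rotation permutation test, one-sided, p = 0.000999 for both, the smallest 1000 rotations can give). When promoter peaks were instead moved to random protein-coding TSSs, the average overlaps were 12.3% and 11.9%. The requirement that 50% of both peaks be covered moved the overlap most, to 240 peaks or 5.61% of replicate 1. Of the shared replicate 2 peaks, 96.2% lay wholly inside a replicate 1 peak. The merged set held 5493 intervals, of which 2424 were covered by both replicates, 1847 by replicate 1 alone and 1222 by replicate 2 alone.

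Shared peaks were wider than the others in each list. The median was 1173.5 bp against 949 bp in replicate 1 and 213 bp against 155 bp in replicate 2 (permutation tests, two-sided, p = 1e-05 for both, the smallest 100000 resamples can give). In replicate 1 the direction depended on the overlap rule, since shared peaks were narrower under 50% coverage of both peaks, with a difference of -504.5 bp.

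The distribution of peaks relative to genes was then examined. Of the 5493 merged intervals, 4844 were within 1 kb of an annotated TSS (88.2%, 95% CI 87.3 to 89.0%), compared with 9.0% in rotated sets (rotation permutation test, one-sided, p = 0.000999, the smallest possible). A further 2.06% were 1 to 3 kb from a TSS, 0.655% were in exons, 4.39% in introns and 4.72% in intergenic sequence. Peaks at or above the median width of each list gave 94.7%, the largest shift among the alternatives. Promoter-proximal peaks made up 94.5% of replicate 1 and 84.9% of replicate 2, a mean of 89.7% ± 6.77 (SD, n = 2; Fisher's exact test between replicates, two-sided, p = 5.6e-49). Intervals covered by both replicates were promoter-proximal in 92.6% of cases and those covered by a single replicate in 84.7% (Fisher's exact test, p = 3.27e-20). This order was reversed when 50% of both peaks had to be covered, with 67.9% against 89.1%.

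The 5 widest intervals covered by both replicates all contained a TSS of a protein-coding gene. On chromosome 10 of mm10, the widest spanned 80147852 to 80153231 (5380 bp) over exon and UTR sequence of Midn and held 5 replicate 2 peaks. The next spanned 75366498 to 75371787 on chromosome 18 (5290 bp) at Smad7. The others lay at Brd2 and H2-DMa on chromosome 17 (5227 bp), Nr2f2 on chromosome 7 (5184 bp) and Hic1 on chromosome 11 (4669 bp).

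To identify recognition sequences, peak windows were searched for RE1. A match was present in 634 of 5493 merged windows (11.5%, 95% CI 10.7 to 12.4%) and in 1.68% of windows 1 kb away (Fisher's exact test, p = 7.72e-156). In the 200-bp window the replicates differed by more than counting error, with 5.40% in replicate 1 (95% CI 4.74 to 6.12%) and 16.7% in replicate 2 (95% CI 15.6 to 17.9%), a mean of 11.1% ± 8.02 (SD, n = 2). Fisher's exact test between them gave p = 1.33e-64 (two-sided). Each was above its own flanking windows, at 1.68% for both. Over whole peaks the raw shares did not differ, with 17.5% in replicate 1 and 17.4% in replicate 2 (Fisher's exact test, two-sided, p = 0.931), while flanking intervals of equal width held RE1 in 9.47% and 1.88% of cases. Whole intervals moved the merged share most in percentage points, to 20.9% against 7.77% in flanking intervals, and the requirement of no mismatch lowered it to 3.11% against 0.0091%.

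The division by distance to a TSS allowed by these lists was used to ask where RE1 lies. Distal intervals contained RE1 in 429 of 649 cases (66.1%, 95% CI 62.3 to 69.7%), compared with 205 of 4844 promoter-proximal intervals (4.23%; Fisher's exact test, p = 4.03e-306). The distal share was 44.5% in replicate 1 (105 of 236) and 75.6% in replicate 2 (476 of 630), a mean of 60.0% ± 22.0 (SD, n = 2). In the whole interval rather than the 200-bp window, the shares were 65.3% and 75.7%. The requirement of no mismatch moved the merged distal share most, to 20.6% against 0.764% in promoter-proximal intervals. Within distal peaks holding RE1, the median distance of the element from the peak midpoint was 63.5 bp in replicate 1 and 9.5 bp in replicate 2. In replicate 2, 85.7% of these elements were within 25 bp of the midpoint, where uniform placement would give 35.0%. In the wider replicate 1 peaks, 24.7% were within 25 bp, where uniform placement would give 12.5%, so elements were nearer the midpoint than uniform placement in both.

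**Figure D2:**
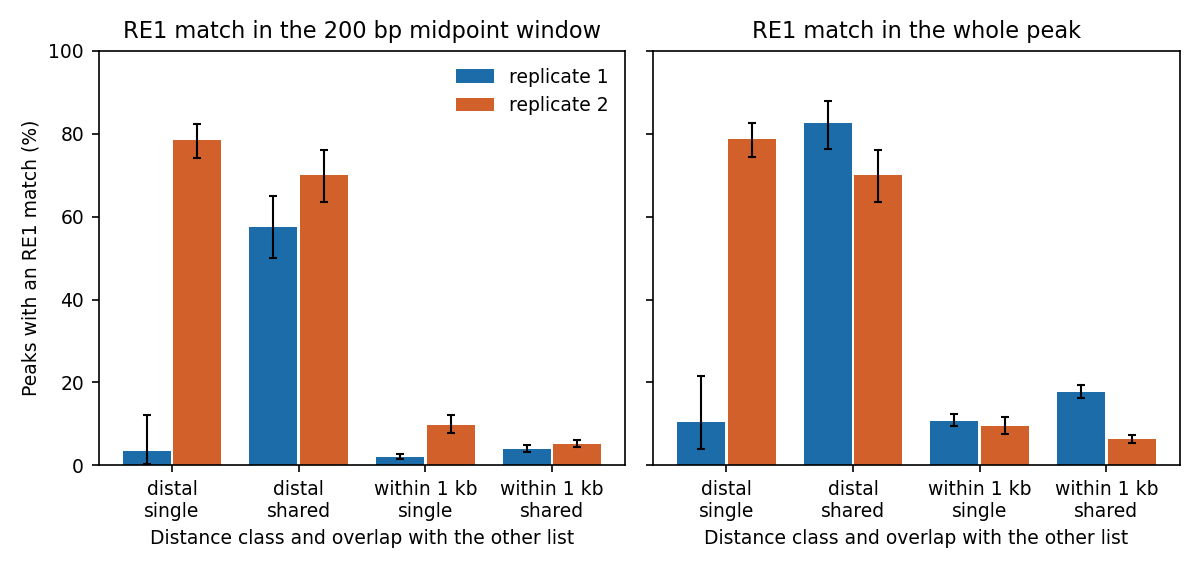
Percentage of peaks with an RE1 match in replicate 1 and replicate 2, by distance to a TSS and overlap with the other list, for the 200-bp midpoint window and the whole peak. Bars are shares and error bars exact 95% confidence intervals. Distal peaks of replicate 2 alone reach 78.5% and those of replicate 1 alone 3.51% in the 200-bp window. The distal peaks of replicate 1 alone include 12 exon peaks of Eya1 and Smarcc2.

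Distal peaks found in a single replicate differed in RE1 content. Of the 413 distal peaks in replicate 2 alone, 324 contained RE1 (78.5%, 95% CI 74.2 to 82.3%). Of the 57 distal peaks in replicate 1 alone, 2 contained RE1 (3.51%, 95% CI 0.428 to 12.1%). These 57 include 12 peaks over exons of Eya1 and Smarcc2, described below, whose origin is uncertain. Over whole peaks the counts were 325 of 413 (78.7%) in replicate 2 alone and 6 of 57 in replicate 1 alone (10.5%, 95% CI 3.96 to 21.5%). Across all merged intervals, RE1 was less frequent in those covered by both replicates (7.96%) than in those covered by 1 (14.4%; Fisher's exact test, p = 7.43e-14). This comparison changed direction with the processing. In whole intervals the shares were 22.6% and 19.6% (Fisher's exact test, p = 0.00613), and under 50% coverage of both peaks they were 32.5% and 10.6%.

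Of the 11 motifs in the panel, 6 were more frequent in merged windows than 1 kb away and 1 was less frequent after Benjamini-Hochberg adjustment. In whole intervals, the alternative that moved the panel most, 9 were more frequent and 1 was less frequent. Next to RE1, the SP motif was present in 7.97% against 1.98% of windows (Fisher's exact test, adjusted p = 2.28e-70) and the ZFX motif in 4.75% against 2.14% (adjusted p = 5.62e-19). The ETS, YY1 and NRF1 motifs were also more frequent, at 3.62%, 2.73% and 2.2%. The SIX2 motif was less frequent, at 1.38% against 2.91% (Fisher's exact test, adjusted p = 6.12e-10). Against dinucleotide-shuffled windows SIX2 did not differ (1.38% against 1.24%, Fisher's exact test, adjusted p = 0.557), while CTCF was lower (2.33% against 3.57%, adjusted p = 0.000275). The RFX, NFY, ZNF143 and CTCF motifs did not differ from flanking windows in the merged set, but for RFX, NFY and ZNF143 this depended on the comparison. In whole intervals all 3 were higher than in flanking intervals (Fisher's exact test, adjusted p = 0.00127, 1.54e-22 and 0.00013), and in replicate 1 alone RFX was higher in the 200-bp window (1.08% against 0.678%; Fisher's exact test, adjusted p = 0.0293). In replicate 2 alone NFY and ZNF143 were lower than in flanking windows (NFY 0.335% against 0.827%, ZNF143 0.144% against 0.407%; Fisher's exact test, adjusted p = 0.00136 and 0.0143). Against shuffled windows these 2 were higher in the merged set (Fisher's exact test, adjusted p = 0.00423 and 0.0275).

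Loci that the study named as raised in the mutant were examined for RE1 peaks within 200 kb of a TSS. They too were named as occupied by Eya1 in these libraries, so the test against random lists is not independent support. Of the 10 loci, 6 had such a merged peak, compared with 1.40 in random gene lists (one-sided, n = 10 loci, p = 0.0011). Windows centred on every listed peak, an alternative chosen after seeing the data, gave 8 loci. Replicate 1 alone gave 4 and replicate 2 alone gave 8 in the 200-bp window, and each gave 8 over whole peaks, compared with 2.32 and 1.69 in random lists (an alternative also chosen after seeing the data). At Chga (chromosome 12), both lists had a peak close to the TSS, at 102554770 to 102556257 in replicate 1 and 102555056 to 102555334 in replicate 2. Both covered exon and UTR sequence and the element TTCAGCACCTCGGACAG at 102555238 to 102555254, which had 0 mismatches. A second peak, in intergenic sequence with its midpoint at -4.27 kb (negative is upstream) in replicate 2 (102550599 to 102550795) and at -4.14 kb in replicate 1 (102550582 to 102551083), held TTCAGGACCACGGACAG in both lists. At Chgb (chromosome 2), replicate 1 spanned 132781352 to 132782105 and replicate 2 spanned 132781710 to 132781990 around the element TTCAGCACCCCGGACAG. At Ptprn (chromosome 1), the replicate 2 peak was intronic, at 75263090 to 75263260, and the replicate 1 peak spanned 75262801 to 75264449 over exon and UTR sequence. Both lay over TTCAGAACCATGGACAG.

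The Nphs1 intron on chromosome 7 had a peak in replicate 2 only (30484336 to 30484509), which held TCCAGCACCATGGACAG with 1 mismatch. Another replicate 2 peak with RE1 lay at -23.9 kb from Nphs1. At -111 kb, peaks of both lists held TTCAGCACCATGGCCAG with 0 mismatches, in replicate 1 outside the 200-bp window. An Nsf intron on chromosome 11 had an RE1 peak in both lists, at 103920668 to 103921030 in replicate 1 and 103920718 to 103921013 in replicate 2. Rph3a on chromosome 5 had a replicate 2 peak 1 bp from a TSS (121009539 to 121009702), which held GTCAGTACCACGGACAG with 2 mismatches. An intergenic RE1 peak lay at -58.8 kb from Rph3a in both lists. For Podxl on chromosome 6, an RE1 peak lay at -154 kb in replicate 2 (31717631 to 31717772). In replicate 1 the locus was counted through a match with 2 mismatches in a peak at Mkln1, 125 kb downstream of the Podxl TSS. Slc13a3 had 0 RE1 peaks within 200 kb in either list, although the study described Eya1 at a distal intronic REST element of this gene. The study searched motifs by another method. Whether no peak was listed there or a listed peak lacked a consensus match was not examined.

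Loci that the study named as lowered in the mutant were examined for promoter peaks. The study named them as Eya1 targets on these libraries, so a count above that of random lists was largely set in advance. Of the 23 loci, 18 had a merged peak within 1 kb of a TSS, compared with 5.40 in random lists (one-sided, n = 23 loci, p = 0.0001, the smallest 10000 lists can give). The loci of the study's own sentence alone, an alternative chosen after seeing the data, also gave 18 of 23. Replicate 1 had 15, replicate 2 had 12 and both had 9, the count that moved furthest. Cdc25a on chromosome 9 had a promoter peak in both lists, at 109875530 to 109877245 in replicate 1 and 109876007 to 109876381 in replicate 2. Pax2, Lin28b and Ccne2 had 0 peaks within 1 kb of a TSS in either list, although the study described Eya1 at their promoters. Signal that was not called as a peak could not be seen here. Pax2 and Lin28b each had a replicate 2 peak with RE1 in distal sequence. It lay at 44692476 to 44692659 on chromosome 19, -63.5 kb from Pax2, and at 45546958 to 45547088 on chromosome 10, -60.6 kb from Lin28b. The Rest promoter on chromosome 5 had a peak in both lists, at 77265487 to 77267178 in replicate 1 and 77265587 to 77266566 in replicate 2.

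The distributions that follow were singled out after the values were seen. Chromosome X held 25 replicate 1 peaks (0.585%) and 11 replicate 2 peaks (0.263%). Of 948 protein-coding genes on X, 22 had a merged peak within 1 kb of the 5' end (2.32%), compared with 22.6% of autosomal genes.

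**Figure D3:**
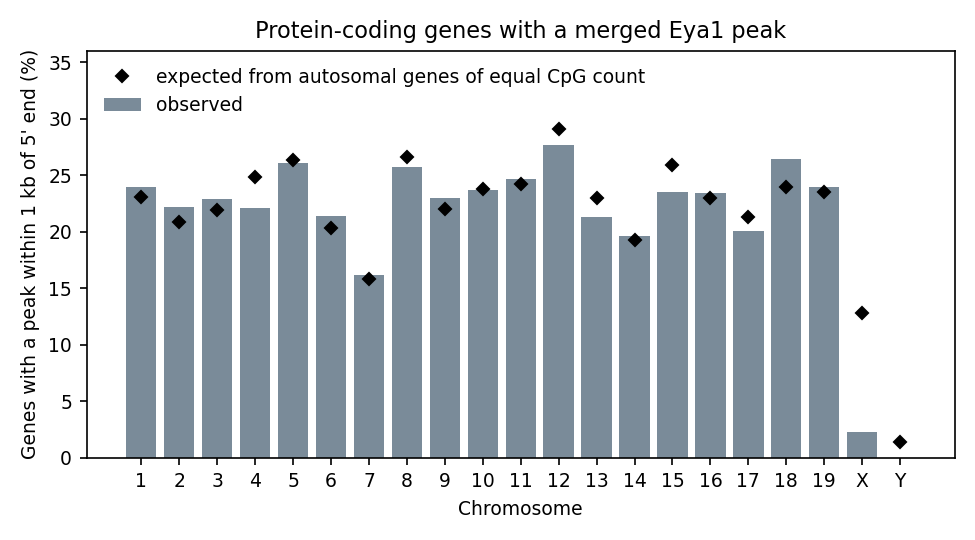
Percentage of protein-coding genes on each chromosome with a merged Eya1 peak within 1 kb of the 5' end (bars) and the percentage expected from autosomal genes in the same bins of CpG count (diamonds). X shows 2.32%, which is 22 of 948 genes where 121 would be expected.

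At Eya1 itself (chromosome 1, 14168954 to 14310235), replicate 1 listed 8 peaks and replicate 2 listed 0. All 8 overlapped an exon, and 7 of them contained whole exons with margins of 48 to 79 bp. The remaining peak was 4931 bp wide (14298006 to 14302936), of which 1733 bp were exonic. At Smarcc2 (chromosome 10, 128459248 to 128490482), replicate 1 listed 7 peaks, all over whole exons, and replicate 2 listed 1, near the TSS. Leaving out peaks within 1 kb of any TSS, 6 exon peaks remained in each gene in replicate 1. In replicate 1 these were the 2 genes with at least 3 such peaks, and in replicate 2 there were 0.

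**Figure D4:**
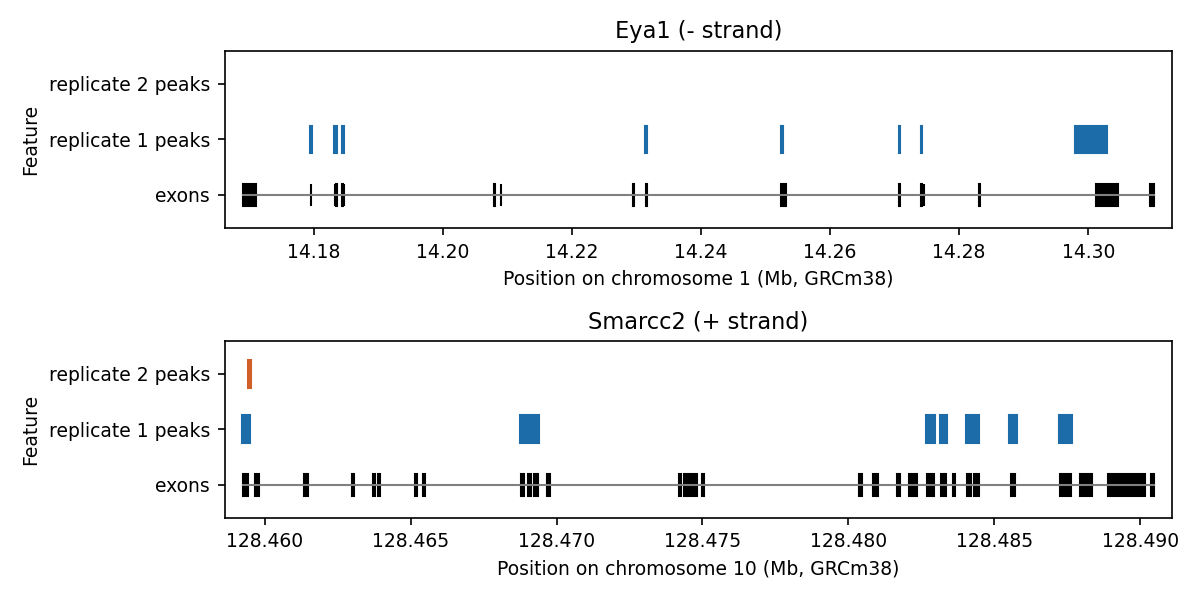
Maps of Eya1 and Smarcc2 with exons (black), replicate 1 peaks and replicate 2 peaks against position (Mb, GRCm38). Replicate 1 has 8 peaks in Eya1 and 7 in Smarcc2, and replicate 2 has 0 and 1.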

Values the study reported

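The study reported 6022 Eya1 peaks from its datasets. It placed about 90% of them in proximal-promoter regions and about 9% in introns and intergenic regions. The REST motif was found at 10.6% of occupied sites. Among 846 sites that lacked H3K27ac, about 76% carried the REST motif.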

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

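Of 67 alternative values for 13 results, 60 were unchanged by their rule. Of these, 52 kept the direction and side of the threshold or stayed within a 1.5-fold limit. The other 8 leave out a replicate and were judged against the SD of the same 2 values, a limit that is nearly always met with 2 replicates, so they say nothing about stability. No paired analysis was possible because the lists of the input and IgG samples were not analysed here, and the remaining group is compared with no other. Windows on every listed peak, the removal of mitochondrial peaks, whole peaks for the repressed loci and the lists of the study's sentences alone were chosen after seeing the data.

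Under the requirement that 50% of both peaks be covered, 3 comparisons reversed. RE1 was then more frequent in shared intervals (32.5%), the promoter-proximal share of shared intervals fell below that of the others (67.9%), and shared replicate 1 peaks were narrower, with a median difference of -504.5 bp. The rule itself selects these peaks, since a replicate 1 peak with the median width of 1069 bp cannot be covered to that extent by a replicate 2 peak with the median width of 188 bp, and only 240 peaks passed. The RE1 comparison also reversed in whole intervals (22.6%) and lost significance with windows on every listed peak (13.4% against 14.4%, Fisher's exact test, p = 0.347). The merged midpoint of a shared interval is largely that of the wide replicate 1 peak, so the lower RE1 share in shared intervals depends on where the window is placed.

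Promoter peaks at activated loci ranged from 12 to 15 of 23 in the 2 fits that each left out a replicate. For other results, leaving out replicate 2 lowered the RE1 share from 11.5% to 5.40%, and leaving out replicate 1 raised it to 16.7%. Whole peaks gave 17.5% and 17.4%, but the wider replicate 1 peaks also had more RE1 in flanking intervals (9.47% against 1.88%), so the equal shares do not remove the difference between replicates. The RE1 share in distal peaks was 44.5% without replicate 2 and 75.6% without replicate 1. Repressed loci with an RE1 peak numbered 4 without replicate 2 and 8 without replicate 1, and 8 in each case over whole peaks. With the repressed list of the study's sentence alone the count was 6 of 9 loci, and with its activated list 18 of 23. The lists carry no depth and do not name their control, so neither could be examined as a source of the difference in distal peaks.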

Other observations

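Tests on the replicate 2 RE1 peaks and on the exon peaks were chosen only after those results were seen, while those on chromosome X were written down before they were run but after its low peak counts were seen.

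Adding all replicate 2 peaks to the 1847 replicate 1 peaks that overlap none of them gave 6022 intervals. That is equal to the value quoted from the study above. If this is how that total was formed, it is a union of the replicates. Only the counts are compared here, and not the positions of the peaks. The study gives its total as the outcome of calling against both input and IgG. Its methods describe a step that keeps peaks common to those calls. Whether the lists were made before or after that step was not stated.

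Most RE1 peaks far from promoters came from replicate 2. A midpoint window that misses elements in wide replicate 1 peaks is argued against as the whole cause, because 324 of the 476 distal RE1 peaks of replicate 2 overlapped no replicate 1 peak at all. A uniformly stricter call in replicate 1 is argued against as well, because 29.3% of the 1070 replicate 1 peaks of at least 1439 bp overlapped no replicate 2 peak. Width stood in for strength there because the lists carry no score, so a stricter call at distal sites alone is not excluded. Weaker sites lost to the cutoff of replicate 1 cannot be told apart from other causes. Distal RE1 peaks of replicate 2 that were found in replicate 1 were 47 bp wider in the median (194.5 against 147.5 bp; permutation test, p = 1e-05, the smallest possible). Replicate 2 peaks of any kind that were found in replicate 1 were wider too, by 58 bp, and wide peaks overlap more easily, so the difference is not particular to these sites. The design names no biological difference between the replicates, and none was tested.

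Eya1 and Smarcc2 carried peaks over their exons in replicate 1. All 12 of the peaks of both genes more than 1 kb from a TSS overlapped an exon, which is what intron-free DNA of these genes in that library, such as a plasmid or cDNA, could leave. Both genes were picked because of this pattern, so the count cannot decide for the explanation. It is argued against for the widest Eya1 peak, of which 3198 bp lay outside exons. An Eya1 cDNA in the tagged allele cannot account for Smarcc2, which had 6 such peaks. For Eya1 itself that explanation cannot be told apart from others: replicate 2, from the same allele, had 0 peaks on Eya1 exons, but its control and cutoff are not stated, and an input that carries the same allele could remove them. Peaks at the Eya1 locus in replicate 1 therefore may not report occupancy. No biological explanation was tested.

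Chromosome X had few peaks. Fewer CpG dinucleotides at X promoters, compared within 20 bins of CpG count, do not account for it alone. Autosomal promoters of the same bins predicted 121 X genes with a merged peak and 22 were found (10000 seeded draws, one-sided, n = 948 genes, p = 0.0001, the smallest possible). Differences in CpG count inside a bin were not matched. A lower dose of X in pools of both sexes could contribute. Of 19 exact RE1 elements on X, 5.26% were in a peak of either replicate, compared with 31.3% of 689 autosomal elements (Fisher's exact test, p = 0.0114). Replicate 2 alone held 0 of 19 (Fisher's exact test, p = 0.00154). Replicate 1 alone was lower on X as well (1 of 19 against 13.8%, Fisher's exact test, p = 0.495), but 19 elements could not have shown a difference there, since 0 of 19 would have given p = 0.0936. The sex of the embryos was not given, any other cause that acts along the whole of X predicts the same, and how far dose could lower a thresholded call was not tested.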
